A study of Schizosaccharomyces pombe with 8 samples. Its data were reported in "Replication Origin Selection Regulates the Distribution of Meiotic Recombination" (2014).

How the data were processed

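Rad51 binding was measured by chromatin immunoprecipitation and microarray (ChIP-on-chip) in fission yeast diploids carrying the temperature-sensitive pat1-114 allele, which enter meiosis synchronously when shifted to 34 °C. Per the labels, cells were either depleted of nitrogen before the shift (−N) or kept in nitrogen throughout (+N). A further strain went through −N meiosis with altered Cdc45 levels (−N/Cdc45), and a strain lacking rec12, the gene of the meiotic transesterase, went through meiosis in either condition (−N rec12Δ and +N rec12Δ). Samples were taken 4 h after the shift in −N, 2 h in +N and 5 h in −N/Cdc45, in each case about 1 h after the end of S phase, and proteins were cross-linked to DNA in 1% formaldehyde over 20 min. The study's methods state that −N cells were starved and then re-fed nitrogen, and that +N cells were first arrested with the mating pheromone M-factor. Because the sampling times differ, time after the shift cannot be separated from condition. Nor can re-feeding and pheromone arrest be separated from the difference between +N and −N. Groups were taken from the sample titles: 2 arrays each for −N, +N and −N/Cdc45, and 1 array for each rec12Δ condition.

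Each array was a 2-colour Agilent tiling array of 42707 60-nt probes, 42641 of them nuclear and 66 mitochondrial, with a median spacing of 265 bp. Input DNA was labelled with one Alexa dye (green) and Rad51 ChIP DNA with another (red) on all 8 arrays, with no dye swap, so a dye effect is shared by every group. Per the file headers, the scanner files were made by Agilent Feature Extraction 10.7.3.1 and hold intensity values after background subtraction, spatial and multiplicative detrending, and linear dye normalization of each array, with no normalization between arrays. The slide that carried −N replicate 1 and +N replicate 1 was extracted with a CGH protocol and the other 4 slides with a ChIP protocol. The spot flags used here (outlier, saturated, well above background) are other columns, with values of 0 or 1 per the file headers. The deposited series table holds log2 values: set against the scanner files, each of its columns equalled the uncentred log2 ratio of processed red over processed green (slope 1, r = 1), with column medians from −0.2328 to −0.0009. The genome build is not stated in the files.

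The array coordinates were compared with a reference assembly and its annotation in 170 stretches of 250 probes, through the correlation of the input signal with the signal predicted from the base composition of the reference at each probe. In 146 stretches the best match lay within 15 bp of no offset. The lowest r at no offset was 0.562 in the part where genes are named. It was 0.340 in the stretch at chromosome I 3708050 to 3809572, which was left without gene names. Past position 3707929 of chromosome I the remaining 24 stretches matched best at a median offset of 6147 bp. Genes are therefore named only for the rest of the genome (36433 nuclear probes, 85.4%), positions right of that limit are given in array coordinates without a gene, and the cdc45 gene is not analysed here. Centromeres were taken as the longest stretch free of protein-coding genes on chromosomes II and III (that of chromosome I lies past the limit), and subtelomeres as 100 kb from each end.

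For each probe the log2 ratio of processed ChIP over processed input was taken, control spots and spots called outliers were left out, and each array was centred on the median of its nuclear probes. Centring makes every ratio relative to the middle of its own array, so a change in total Rad51 binding cannot be read from these values. The study's methods also match the baselines of the conditions by a step they do not spell out, which was not followed, and median centring stands in its place (the 10th percentile is an alternative baseline). Otherwise by the study's rule, profiles were smoothed as the geometric mean of 5 probes (median span 1157.5 bp), averaged over the 2 arrays of a group, and a peak was a ratio of at least 1.5 with 8 lower values on each side. Peaks under 8 probes apart were matched between groups, and a matched peak was called increased at 2-fold. Sites for testing were the merged peaks of the 3 replicated groups, 1218 in all (504 on chromosome I, 411 on II and 303 on III). The same arrays were also tested in 8526 consecutive 5-probe bins chosen without regard to signal, in 10428 annotated genes with 1000 bp on either side (4304 protein-coding), and in 64 windows of 200 kb.

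Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with Benjamini-Hochberg adjustment at 0.05. The 6 arrays of −N, +N and −N/Cdc45 were fitted together with 3 residual degrees of freedom. Comparisons with rec12Δ and the interaction of nitrogen and rec12 used all 8 arrays in 5 groups, and the lone rec12Δ arrays were assumed to vary like the others. At the sites limma estimated a single spread for all sites (SD 0.471 on the log2 scale), giving a standard error of 0.47 for differences between replicated groups, 0.58 against rec12Δ and 0.82 for the interaction. At the sites these p-values rest on the spread between these few arrays pooled over all sites. Arrays that disagree at 1 site do not raise its p-value. A shift or stretch of 1 array against its replicate enters that spread, but as if it were independent between sites. A shift or stretch shared by both arrays of a group does not enter it. Gene and position lists were fixed before the data were examined, as were the groups, tests and named-site rule. Lists were tested with camera at a preset correlation of 0.01, with 11 gene lists and 6 position lists adjusted as separate families per comparison, and again with an estimated correlation and with fry (statmod 1.5.0 was used for blocks). Sites named are the 12 largest in each direction among those past the threshold with both arrays of a group above both of the other, the 5 highest of each group, 2 to 4 members with the largest absolute difference per list, and the 3 windows at each end. A probe not well above background in the ChIP channel on every array of a group has only a bound there, and a site with at least 3 such probes of 5 in the lower group is given as at least N-fold. That bound sets the mean of the higher group against, per array, the higher of the probe's signal and the lowest signal among probes well above background.

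Simulated data had 200 of 1218 sites changed and independent normal noise of a single SD (0.416) on every array. There 21.5% of changes of 1 on the log2 scale and 100% of changes of 2 were recovered, with 2 and 10 false calls. The real arrays differ in spread and share slides, so these false calls may be too few. For the interaction the shares were 0.5% and 41.5%. In bins they were 22.5% and 99%, in genes 42.5% and 100%, and in 200 kb windows 100% at both sizes. A missing call for a 2-fold difference at a site therefore carries little weight.

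Alternatives, each changed alone, were centring on the mode, scaling arrays to one 99th percentile, leaving out 1395 probes dim in the input, the series table, normexp background correction (offset 50), loess within arrays, windows of 3 and 9 probes, the highest window within 7 probes, peak ratios of 2 and 3, other neighbour and matching distances of 4 and 16 probes, a variance trend, slide or replicate number as a block, 100 kb windows, genes without flanks, and leaving out each replicate. Centring on the 10th percentile, scaling to one SD and a block that pairs −N and −N/Cdc45 arrays of unlike number (crossed pairing) were added after the results were seen. Normexp was run on median spot signals. Scripts used python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The number of arrays limits the precision throughout: groups of 2 allow no permutation of arrays between groups and no test for an outlying array. Left out of the lists given gene by gene were 19 genes right of the chromosome I limit and 2 mating-type genes (mat1-Pi and mat1-Pc) without an entry of that name in the annotation. Lists taken by name or type lost 17 ribosomal protein, 54 transfer RNA and 1283 non-coding RNA genes and 4 Tf2 elements that were not measured in the annotated part, so list sizes are those of the members tested. The 9 Tf2 elements tested have probes in their flanks only. The array has no ribosomal DNA probes.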

Results

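Rad51 binding across the fission yeast genome was measured by ChIP-on-chip 1 h after premeiotic S phase in synchronous meiosis, on 8 arrays that compare immunoprecipitated with input DNA. There were 2 arrays each for meiosis after nitrogen depletion (−N), for meiosis in continuous nitrogen (+N) and for −N meiosis with altered Cdc45 levels (−N/Cdc45). Cells lacking rec12, whose product makes the meiotic double-strand breaks, were measured on 1 array for each nitrogen condition (−N rec12Δ and +N rec12Δ). Median ChIP intensity was 1387 and 1499 on the −N arrays, 134 and 1311 on the +N arrays, 992 and 645 on the −N/Cdc45 arrays, and 179 (−N) and 640 (+N) on the rec12Δ arrays. The share of probes well above background in the ChIP channel ran from 43.6% (−N/Cdc45 replicate 1) to 99.6% (−N replicate 1). Replicate profiles in 5-probe windows had a Pearson r of 0.85 in −N, 0.94 in +N and 0.82 in −N/Cdc45, against 0.33 between the 2 rec12Δ arrays.

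The first question was where Rad51 was bound in each condition. By the peak rule of the methods (mean ratio of at least 1.5), applied to median-centred arrays, there were 692 Rad51 peaks in −N, 981 in +N and 707 in −N/Cdc45, with median heights of 3.12, 4.01 and 2.09. Peaks of at least 10-fold enrichment numbered 113 in −N, 170 in +N and 27 in −N/Cdc45. The highest site in −N lay on chromosome III between SPCPB1C11.02 and SPCPB1C11.03 (mean ratio 63.0 in −N, 43.4 in +N and 14.3 in −N/Cdc45). It was followed in −N by hel2 beside the thiamine-regulated gene nmt1 (53.9), the region between pan3 and bsu1 (47.1) and the region between sul1 and spo14 (42.5). None of these 4 sites passed between −N and +N (limma, adjusted p = 0.34 to 0.88). In +N the order was hel2 (44.0), SPCPB1C11.02 to SPCPB1C11.03 (43.4), the region between gst1 and SPCC191.10 (42.0), met26 (38.5) and osh6 (38.0). Of these, the gst1 site was higher in +N than in −N by 1.67 ± 0.47 on the log2 scale (limma, standard error, adjusted p = 0.00325), met26 by 1.26 (0.0279) and osh6 by 1.72 (0.00249). With every array scaled to one SD, the gst1 site (0.19), met26 (−0.23) and osh6 (0.26) no longer passed, and SPCPB1C11.02 to SPCPB1C11.03 (−1.88), hel2 (−1.68), pan3 to bsu1 (−1.46) and sul1 to spo14 (−1.73) were lower in +N. Ranked by mean log2 at the merged sites, the highest in −N/Cdc45 were hel2 (18.8), pan3 to bsu1 (18.8), peg1 to pdc201 (17.2), mae2 (15.4) and ptr2 (15.2). The highest peak of the −N/Cdc45 profile itself reached 22.3. Chromosome III carried the densest peaks in every group, for example 71.4 per Mb in −N against 51.9 on chromosome I and 51.8 on II. Peak numbers depend on the ratio asked for, and at a ratio of 3 they were 358 in −N, 623 in +N and 218 in −N/Cdc45. With arrays centred on the 10th percentile they were 1617, 1499 and 1880, so the excess of +N peaks ended.

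The second question was how much of this signal needed rec12. Rad51 binding was higher with rec12 than without it at 385 of the 1218 sites in −N and lower at 8, and higher at 755 and lower at 43 in +N (limma, adjusted p under 0.05). The sites were peaks of the groups with rec12 only, so their choice itself favours values higher with rec12. At the SPCPB1C11.02 to SPCPB1C11.03 site the mean ratio fell from 63.0 in −N to 3.6 in −N rec12Δ (log2 difference 3.98 ± 0.58, limma, adjusted p = 1.79e-09). At ymc1 the difference was 2.72 (2.64e-05), and at a site in the part of chromosome I without gene names (4714490 to 4715515) it was 3.32, or 10-fold. Other sites had a high ratio on a rec12Δ array. At isp3, a gene for a spore wall protein, the ratio was 8.35 in −N and 4.42 in −N rec12Δ (limma, adjusted p = 0.252), and it was higher in +N rec12Δ (13.5) than in +N (4.59, a log2 difference of −1.67, adjusted p = 0.00745). At ssa2, which encodes an Hsp70 chaperone, the ratio was likewise higher in +N rec12Δ (6.34) than in +N (2.5, a difference of −1.74, 0.00526), but in −N it was 6.02 with rec12 and 1.19 without. The knh3 site (3.97 in +N rec12Δ, −1.14, 0.0699) and the SPCC569.07 to SPCC569.06 site (4.56, −0.13) did not pass. The same peak rule found 543 peaks on the −N rec12Δ array and 312 on the +N rec12Δ array, with median heights near 1.67. Only 16 and 21 of them reached a ratio of 3, where single arrays of the other groups had between 226 and 729. Scaling all arrays to one 99th percentile stretches the rec12Δ arrays and turned the −N differences at isp3 (−1.88) and at ymc1 (−0.03) below 0. With one SD the ymc1 difference was 1.11 (limma, adjusted p = 0.0859), and knh3 (−3.29) and the SPCC569.07 to SPCC569.06 site (−2.87) passed as higher in +N rec12Δ. Without +N replicate 1 the number of sites that differed in +N was 497 instead of 798.

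The third question was whether Rad51 binding differed between meiosis in continuous nitrogen and meiosis after nitrogen depletion. Rad51 binding was higher in +N at 384 of the 1218 sites and lower at 42 (limma, adjusted p under 0.05), and 377 of the 384 had both +N arrays above both −N arrays. The median absolute change among these 426 sites was 1.52 on the log2 scale. More of the peaks merged into the 1218 sites came from +N (981) than from −N (692) or −N/Cdc45 (707), which can favour calls higher in +N. Folds below come from mean log2 values and ratios are arithmetic means over arrays, so the 2 can differ. The 2 largest increases arose where −N had little Rad51. A site on the right arm of chromosome I (array positions 3832485 to 3833794, without gene names) had a mean log2 ratio of 4.33 ± 0.57 in +N against 0.36 ± 0.13 in −N (SD, n = 2), which is 15.6-fold (limma, adjusted p = 6.09e-14). It was 4.46 on the first slide and 3.48 on the second. Between any1, a gene for an arrestin-related protein, and the retrotransposon Tf2-9 on chromosome II (1810327 to 1811315), +N had 3.52 ± 0.51 and −N −0.09 ± 0.79 (12.2-fold, limma, adjusted p = 1.3e-11). This any1 site had no enrichment in −N/Cdc45 (ratio 0.922) or in either rec12Δ array (0.845 and 0.870).

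Rad51 also rose in the coding sequences of spt3, a subunit of the SAGA coactivator (9.31-fold, from a ratio of 1.65 to 14.8), of the copper transporter gene mfc1 (9.30-fold, from 2.5 to 23.2), of opi10 (8.37-fold) and of SPAC6F6.11C (7.79-fold). It rose between apc5 and SPAP32A8.02 (7.43-fold, to a ratio of 26.6), in rad9, which encodes part of the checkpoint clamp (7.17-fold), and in the fumarase gene fum1 (7.07-fold). The list of 12 was completed by ptf1 (6.45-fold), a chromosome I site at 4523726 to 4524733 (6.26-fold) and the region between sap14 and pof4 (6.26-fold). Without +N replicate 1, the dimmest array, only 8 of the 1218 sites passed, and all 8 belong to these 12. SPAC6F6.11C, apc5, ptf1 and the sap14 to pof4 site were the 4 that then failed (limma, adjusted p = 0.055 to 0.085), with log2 differences of 2.22 to 2.56.

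**Figure D1:**
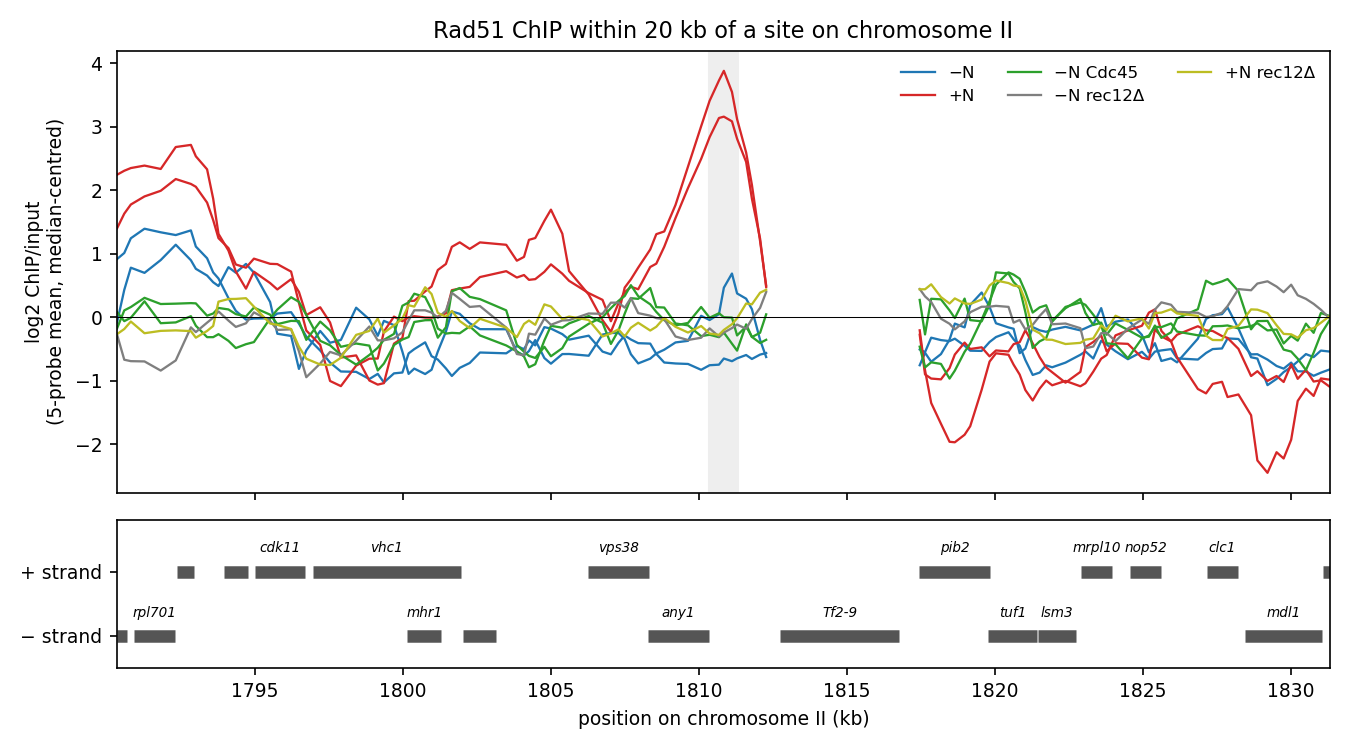
Rad51 profiles (5-probe geometric means, each array) around the site between any1 and Tf2-9 on chromosome II. The shaded site, at 1810327 to 1811315, had a mean ratio of 11.8 in +N and 1.01 in −N.

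Of the 12 sites that fell most in +N, 8 lay within 100 kb of a chromosome end. The strongest was at 5526074 to 5527325 on chromosome I (5.17-fold lower, limma, adjusted p = 2.32e-05), with log2 differences of −2.69 on the first slide and −2.05 on the second. On chromosome II it was followed by the region between fub2 and nrg1 (3.41-fold, −2.97 and −0.57 within slides), SPBPB2B2.06C (3.37-fold, −2.64 and −0.87) and fub2 itself (log2 difference −1.53, −2.80 and −0.26). Near the left end of chromosome I, Rad51 fell between SPAC212.04C and SPAC212.03 (−1.61, −2.06 and −1.15 within slides) and in a pseudogene beside the telomere-linked helicase gene tlh1 (−1.52, −2.52 and −0.52). Away from the ends it fell at ssa2 (3.12-fold, −2.49 and −0.80 within slides, SD in +N 1.59), at oga1 (−1.56, −1.68 and −1.43), at mot1, which encodes a TATA-binding protein regulator (−1.57, −2.13 and −1.02), and in the centromere stretch of chromosome III (at least 1.94-fold, adjusted p = 0.00505). None of the 12 named decreases passed without +N replicate 1 (chromosome I 5526074: −1.97, limma, adjusted p = 0.082). Without that array the difference was −0.52 at ssa2, −0.70 at fub2, −1.11 between fub2 and nrg1, −0.80 between SPAC212.04C and SPAC212.03, −0.60 at the tlh1 pseudogene, −1.01 at oga1 and −1.02 in the centromere stretch, while SPBPB2B2.06C (−1.78) and mot1 (−1.73) kept theirs. At least 10 of the 12 were lost when arrays were centred on the mode or on the 10th percentile. The mode moved the median difference of all bins from −0.18 to −0.33, so the falls were no smaller under it, while the 10th percentile moved it to 0.68.

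Because each slide held 1 −N and 1 +N array, the difference could be taken within slides. Rad51 was higher in +N on both slides at 790 of the 1218 sites and lower on both at 193, with medians of 0.63 and 0.78. Among the 454 sites at least 2-fold higher in +N on the first slide, the median on the second slide was 1.29. With slide as a block 598 sites changed (524 higher, 74 lower), including all 426. With replicate number as the block there were 479. The count moved with the centre chosen for each array: 117 sites (111 higher, 6 lower) with the mode and 806 (805 higher, 1 lower) with the 10th percentile, while normexp correction gave 265 (211 higher, 54 lower). It also moved with the spread, which was wider on the +N arrays (SD 1.82 and 1.34) than on the −N arrays (1.2 and 1.04). With every array scaled to one SD only 162 sites changed, 94 higher and 68 lower, while with one 99th percentile 415 were higher and 62 lower, so the excess of higher sites depended on which part of the spread was matched. With one SD all 12 of the largest increases still passed, among them chromosome I 3832485 (2.56) and the any1 to Tf2-9 site (2.41), while 3 of the 12 decreases did not (the SPAC212.04C to SPAC212.03 site, fub2 and the tlh1 pseudogene).

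**Figure D2:**
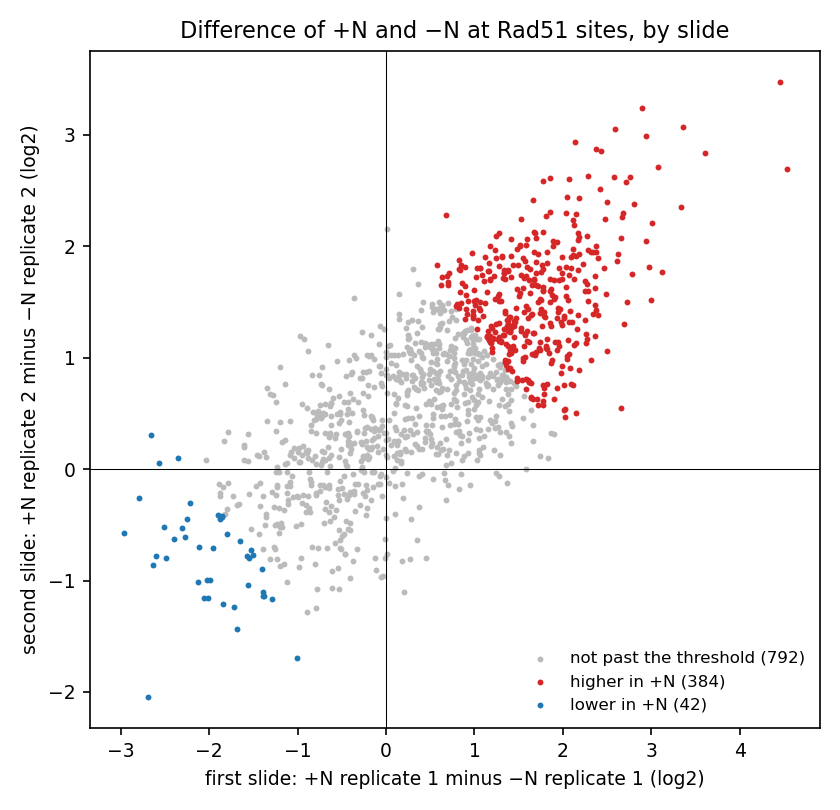
Difference in log2 ratio between +N and −N at the 1218 sites on the first slide and on the second (r = 0.76). Sites higher in +N (384) are red, lower (42) blue and all others grey.

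By the 2-fold rule on median-centred arrays, 567 peaks were found only in +N or were at least 2-fold higher there, against 93 for −N over +N. At a ratio of 3 these counts were 374 and 49, and with mode centring the −N count was 162. With one SD they were 329 and 169, and with 10th-percentile centring 1065 and 389. In bins laid over the genome without regard to signal, 718 of 8526 were higher in +N and 708 lower, so the excess seen at the sites was absent. Centring on the median sets that balance in part. Counts in bins were 325 with mode centring, 407 with one SD, 2396 with slide as a block and 17 without +N replicate 1.

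In genes taken with 1000 bp on either side, Rad51 was higher in +N at 1240 of 10428 and lower at 937. Of 114 ribosomal protein genes 25 rose and 2 fell (27 and 2 adjusted over the list alone), among them rps7 (log2 difference 2.03, limma, adjusted p = 0.0049), rps2602 (1.95), rpl2701 (1.59) and rps5 (1.56). As a list they had a median of 0.27 (0.26 and 0.35 within slides; camera, adjusted p = 0.0096, but adjusted p = 0.95 with an estimated correlation). The list did not pass without gene flanks (0.23), without −N replicate 1 (0.082) or without +N replicate 2 (0.070). Of 17 stress response genes 5 rose and none fell (6 and 0 adjusted over the list alone), including tms1 (1.69), pap1, which encodes an oxidative stress transcription factor (1.31), the calcium pump gene cta3 (1.27) and the trehalose synthesis gene tps1 (1.22). Of 14 meiotic entry and nitrogen response genes 5 rose and 1 fell (5 and 1 adjusted over the list alone). The ammonium transporter genes amt2 (1.58, limma, adjusted p = 0.012) and amt3 (1.52) and the meiotic inducer mei3 (1.42) rose, and the kinase gene tor2 fell (−1.42).

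Of 23 meiotic recombination genes 5 rose and 1 fell (6 and 3 adjusted over the list alone). Rad51 rose at rec7 (1.52), mde2 (1.42) and rec25 (1.31), whose products act in break formation, and fell at the meiotic cohesin gene rec8 (−1.45, limma, adjusted p = 0.027). Of 24 replication initiation genes 1 rose and 3 fell (2 and 5 adjusted over the list alone): the origin recognition genes orp1 (−1.47) and orc5 (−1.15) and the helicase gene mcm6 (−1.20) fell, while orc6 (1.26, 0.054 over all genes, 0.043 adjusted over the list alone) passed in the list only. Among 7 histone genes only pht1, the H2A.Z gene, rose (1.45, with 1 and 0 adjusted over the list alone), and hhf2 (0.75) did not pass. The enolase gene eno102 fell (−1.51), alone among 13 glycolysis genes in either count, and none of 8 hexose transporter genes passed in either count, with ght7 nearest (−1.46, limma, adjusted p = 0.058). Transfer RNA genes went either way, with 16 of 117 higher and 13 lower (19 and 14 adjusted over the list alone), for example SPATRNAGLY.02 (1.94), SPCTRNAILE.09 (1.8), SPCTRNAARG.11 (−2.01) and SPCTRNAASP.05 (−1.98).

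Non-coding RNA genes were mixed as well, with 739 of 5888 higher and 574 lower (773 and 617 adjusted over the list alone). The 4 largest increases, SPNCRNA.5363 (3.35), SPNCRNA.5364 (3.16), SPNCRNA.1466 (3.01) and SPNCRNA.5365 (2.98), all lie at the any1 site. No probe lies within the 9 Tf2 elements, and among their flanks those of Tf2-10 (1.58) and Tf2-9 (1.08, next to the any1 site) rose (2 and 1 adjusted over the list alone), and those of Tf2-11 (−0.92) did not pass over all genes. Apart from the ribosomal protein genes no gene list passed camera (adjusted p = 0.24 to 0.87). Without +N replicate 1 none of the 10428 genes passed, and with slide as a block 3918 did. With one SD 1380 did, 626 higher and 754 lower, and tms1, pap1, cta3, tps1, mei3, tor2 and mcm6 no longer passed (limma, adjusted p = 0.0538 to 0.083), while the ribosomal protein genes kept their call and the hexose transporter genes passed as lower (camera, adjusted p = 0.0487).

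More bins fell than rose at heterochromatic positions in +N, although none of these lists passed with an estimated correlation or with fry (adjusted p = 0.27 to 0.28). In the 14 bins of the centromere stretches 5 fell and none rose (13 and 0 adjusted over the list alone), with a median difference of −1.24 (−2.00 and −0.66 within slides; camera, adjusted p = 1.5e-05, but 0.47 with an estimated correlation). In 340 subtelomeric bins 117 fell and 7 rose (153 and 10 adjusted over the list alone), with a median of −0.89 (−1.26 and −0.42 within slides; camera, adjusted p = 1.5e-10, but 0.47 with an estimated correlation). In the 11 bins of the mating-type region 4 fell and none rose (6 and 0 adjusted over the list alone; median −1.04, −1.75 and −0.39 within slides; camera, adjusted p = 0.0016, but 0.47 with an estimated correlation, and 0.082 without +N replicate 1). Short intergenic regions went the other way, with 210 of 1373 bins higher and 57 lower (220 and 65 adjusted over the list alone; median 0.15, 0.02 and 0.30 within slides; camera, adjusted p = 2.5e-05, but 0.47 with an estimated correlation). In long intergenic regions 14 of 227 rose and 30 fell (15 and 34 adjusted over the list alone; median −0.14, camera 0.60, but lower with one SD, 0.000254), and in protein-coding genes 407 of 5685 rose and 479 fell (376 and 437 adjusted over the list alone; −0.22, camera 0.12). Levels in centromere bins were below the array median in −N (−0.42) and further below in +N (−1.64), and above it in −N/Cdc45 (0.35) and on both rec12Δ arrays (0.38 and 0.44).

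**Figure D3:**
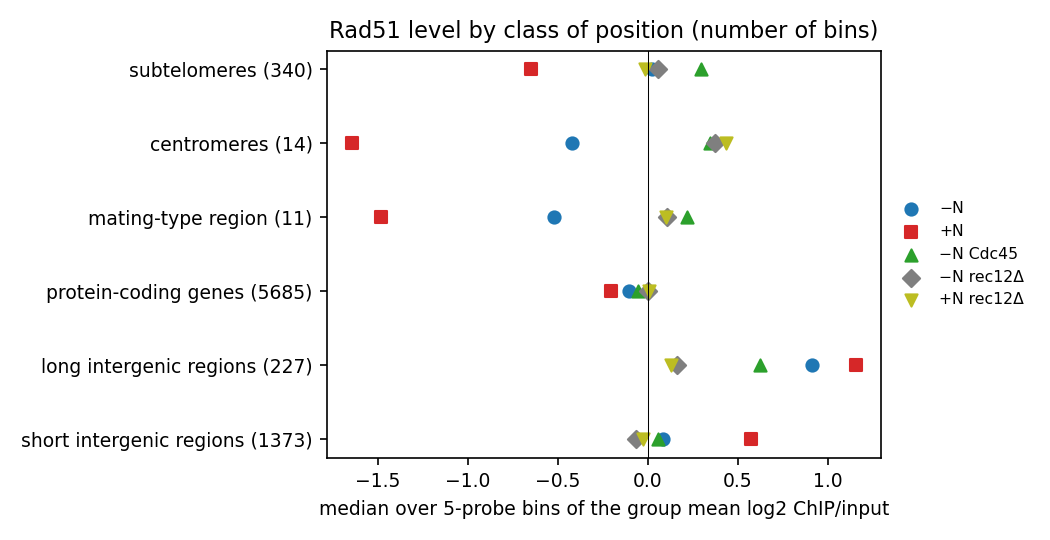
Median log2 ratio of each group in bins grouped by position. Subtelomeres were at 0.02 in −N, −0.65 in +N and 0.29 in −N/Cdc45.

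The fourth question was whether the nitrogen difference needed rec12. The interaction passed at 8 of the 1218 sites (192 at an unadjusted p under 0.05), 7 with a larger increase where rec12 was present. These were the any1 to Tf2-9 site (3.57 ± 0.82, limma, adjusted p = 0.00745), rad9 (3.40, 0.0124), spt3 (3.28, 0.0165), the glucose receptor gene git3 (3.24), chromosome I 3832485 (3.22), chromosome I 4291978 (3.06, 0.0302) and the region between bqt3 and qcr9 (3.0, 0.0359). At ssa2 the sign was opposite (−4.06, 0.000832), where Rad51 was higher in +N rec12Δ (ratio 6.34) than in −N rec12Δ (1.19). The 2 +N arrays differ at ssa2 (log2 −0.20 and 2.04), and without +N replicate 1 its interaction was −2.93 (limma, adjusted p = 0.75). The count was 27 with slide as a block and 0 with mode centring, normexp correction, or without either +N array. It was 4 (1 higher, 3 lower) with one SD, where the any1 to Tf2-9 site (2.39, limma, adjusted p = 0.0944) did not pass. It was 196 with arrays scaled to one 99th percentile and 115 higher with 4 lower without −N replicate 1.

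The fifth question was whether altered Cdc45 levels changed Rad51 binding in −N meiosis. Rad51 binding was higher in −N than in −N/Cdc45 at 100 of the 1218 sites and lower at 21 (limma, adjusted p under 0.05). The largest decrease with altered Cdc45 was at chromosome I 3931056 to 3932371 (6.34-fold, from a mean ratio of 13.9 to 2.07, limma, adjusted p = 1.99e-05), where +N stood at 14.5. It was followed by the methionine synthase gene met26 (5.42-fold, 0.000142, from 15.9 to 3.02) and by 8 sites on chromosome III. These were vma8, a vacuolar ATPase subunit gene (4.66-fold, 0.000587), the region between gsf2 and SPCC1795.12C (log2 difference 2.22), the vacuolar transporter gene hmt1 (2.12), gst2 (2.12), the proline dehydrogenase gene put1 (2.09), the SPCPB1C11.02 to SPCPB1C11.03 site (2.06), nnk1 (2.02) and the region between dpe2 and SPCC965.13 (2.01). Chromosome I sites at 4714490 (2.21) and 5419940 (2.11) completed the 12. The other high sites hel2 (1.5, limma, adjusted p = 0.0243) and the region between pan3 and bsu1 (1.12, 0.107) differed less.

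Rad51 was higher with altered Cdc45 at the edge of the centromere stretch of chromosome III (1141952 to 1142846, 4.94-fold, limma, adjusted p = 0.000411), where the ratio was 3.51 against 0.688 in −N and 0.356 in +N. It was also higher near the right end of chromosome I (5538200 to 5539328, log2 difference −1.85), at the cell wall gene ecm33 (−1.79), at yps1 (−1.74), rgf3 (−1.74), erf2 (−1.60), nte1 (−1.47), eca39 (−1.45) and kpa1 (−1.45). The site at tif52 (−1.79) was dim in −N/Cdc45, and the difference there was −0.42 without −N/Cdc45 replicate 1. By the peak rule 357 peaks were found only in −N or were at least 2-fold higher there, against 221 for −N/Cdc45 over −N (58 at a ratio of 2 and 19 at a ratio of 3).

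These Cdc45 differences depended on the centre, the scale and single arrays. The 121 sites became 0 with mode centring, 6 with the 10th percentile, 187 with scaling (115 higher, 72 lower), 275 with normexp, 101 with slide as a block and 157 with replicate number as a block. With one SD there were 125, but 70 higher and 55 lower, and the SPCPB1C11.02 to SPCPB1C11.03 site (1.15, limma, adjusted p = 0.051) did not pass. They became 1 without −N/Cdc45 replicate 1, 6 without replicate 2 of that group, 48 without −N replicate 1, 346 without −N replicate 2 and 17 without either +N array, which lend only their spread.

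None of the 10428 genes passed between −N and −N/Cdc45 in limma (1457 at an unadjusted p under 0.05; largest 2.10, smallest −2.38), though 249 did with replicate number as a block and 354 with one SD. Over all genes every list therefore had 0 changed members. Adjusted over the list alone, 4 of 13 glycolysis genes were higher in −N, adh1 (1.43, limma, adjusted p = 0.0052), pdc101 (1.33, 0.012), hxk2 (1.17, 0.012) and gpd3 (0.99, 0.014), and the list had a median of 0.63 (camera, adjusted p = 0.029, but adjusted p = 0.67 with an estimated correlation). The flanks of the Tf2 elements were lower in −N (median −0.24, camera, adjusted p = 0.029, but adjusted p = 0.67 with an estimated correlation), with none passing alone, Tf2-12 (−0.49) included. With one SD neither the glycolysis genes (camera, adjusted p = 0.354) nor the Tf2 flanks (0.107) passed as a list. Adjusted over the list alone, the hexose transporter genes ght4 (1.21) and ght2 (0.88), amt1 (1.05), hhf2 (0.99) and 4 of 117 transfer RNA genes passed, among them SPCTRNAPHE.05 (−2.16), SPBTRNAGLU.08 (1.63) and SPCTRNASER.13 (1.61). SPCTRNAGLN.06 (1.98) did not. No member passed among the meiotic recombination genes (rhp57 0.90, rec11 −0.82), replication initiation genes (orc6 0.71, mcm7 0.57), stress response genes (ctt1 1.16, hsp16 1.02), ribosomal protein genes (rpl3602 1.47) or non-coding RNA genes (SPNCRNA.7234 −2.38 and SPNCRNA.7236 −2.20 at centromere III).

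By position, Rad51 was higher with altered Cdc45 in 2 of 14 centromere bins and lower in none (3 and 0 adjusted over the list alone; median of −N minus −N/Cdc45 −0.71; camera, adjusted p = 1.2e-08, but 0.59 with an estimated correlation). The mating-type bins had a median of −0.85 with none passing alone (camera, adjusted p = 2.8e-05, but 0.59 with an estimated correlation). Long intergenic regions had a median of 0.41 (1 bin higher in −N and 2 lower; 23 and 3 adjusted over the list alone; camera, adjusted p = 0.0012, but 0.75 with an estimated correlation, 0.42 after scaling to one 99th percentile, 0.329 with one SD and 0.62 without −N replicate 1). Subtelomeres (median −0.12, camera 0.21) did not pass as a list, with 5 bins higher in −N and 0 lower (36 and 11 adjusted over the list alone). Nor did short intergenic regions (0.15, camera 0.078, 3 higher and 0 lower, 5 and 0 adjusted over the list alone) or protein-coding genes (0.05, camera 0.46, 10 higher and 0 lower, 0 and 0 adjusted over the list alone). Of all 8526 bins 18 were higher in −N and 2 lower, with 1061 at an unadjusted p under 0.05 51 passing with slide as a block and 204 with one SD.

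The sixth question was whether Rad51 shifted over large regions. In windows of 200 kb, 11 of 64 fell in +N relative to −N and none rose. The largest falls were at the right end of chromosome II (4400001 to 4600000, −1.10 ± 0.14, limma, adjusted p = 5.84e-12; −1.57 and −0.62 within slides), the right end of chromosome I (5400001 to 5600000, −0.88, 2.61e-08; −1.26 and −0.50) and chromosome I 4600001 to 4800000 (−0.70, 1.74e-05; −0.90 and −0.49). The highest windows, all on chromosomes I and III, did not pass (0.34 at chromosome I 3.4 to 3.6 Mb, limma, adjusted p = 0.067). Between −N and −N/Cdc45, the window with the centromere of chromosome III was higher with altered Cdc45 (−0.55, 0.00546), and chromosome III 2200001 to 2400000 (0.44, 0.0353) and chromosome II 2400001 to 2600000 (0.44, 0.0353) were lower. Mode centring left no window in either comparison, scaling to one SD gave 18 for nitrogen (1 higher, 17 lower), and without −N replicate 1 none of the 11 remained. Centring on the 10th percentile gave 39 for nitrogen and turned chromosome I 4600001 to 4800000 above 0 (0.16). That centre raised the median difference of all bins from −0.18 to 0.68, so its 39 calls lean to higher in +N, against the 11 falls. The right end of chromosome II did not pass with the mode (−1.25, limma, adjusted p = 0.10), with loess (−1.25, 0.087), without −N replicate 1 (−0.94, 0.095) or without −N replicate 2 (−1.25, 0.053), though the difference stayed near that size, and with the 10th percentile it was −0.24 (0.50).

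Across the 64 windows the nitrogen and Cdc45 differences had a correlation of 0.17. Because both use the −N arrays, noise alone gave −0.50 in 1000 simulations (−0.71 to −0.18). The simulation held noise only, while the nitrogen differences of the 2 slides had r = 0.95 across windows, so the 2 correlations are not on one scale. In covariance the measured value was 0.0081 and the simulated one −0.0093. The measured correlation was 0.03 with normexp or without +N replicate 1, −0.02 without −N replicate 2 and 0.26 without +N replicate 2.

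**Figure D4:**
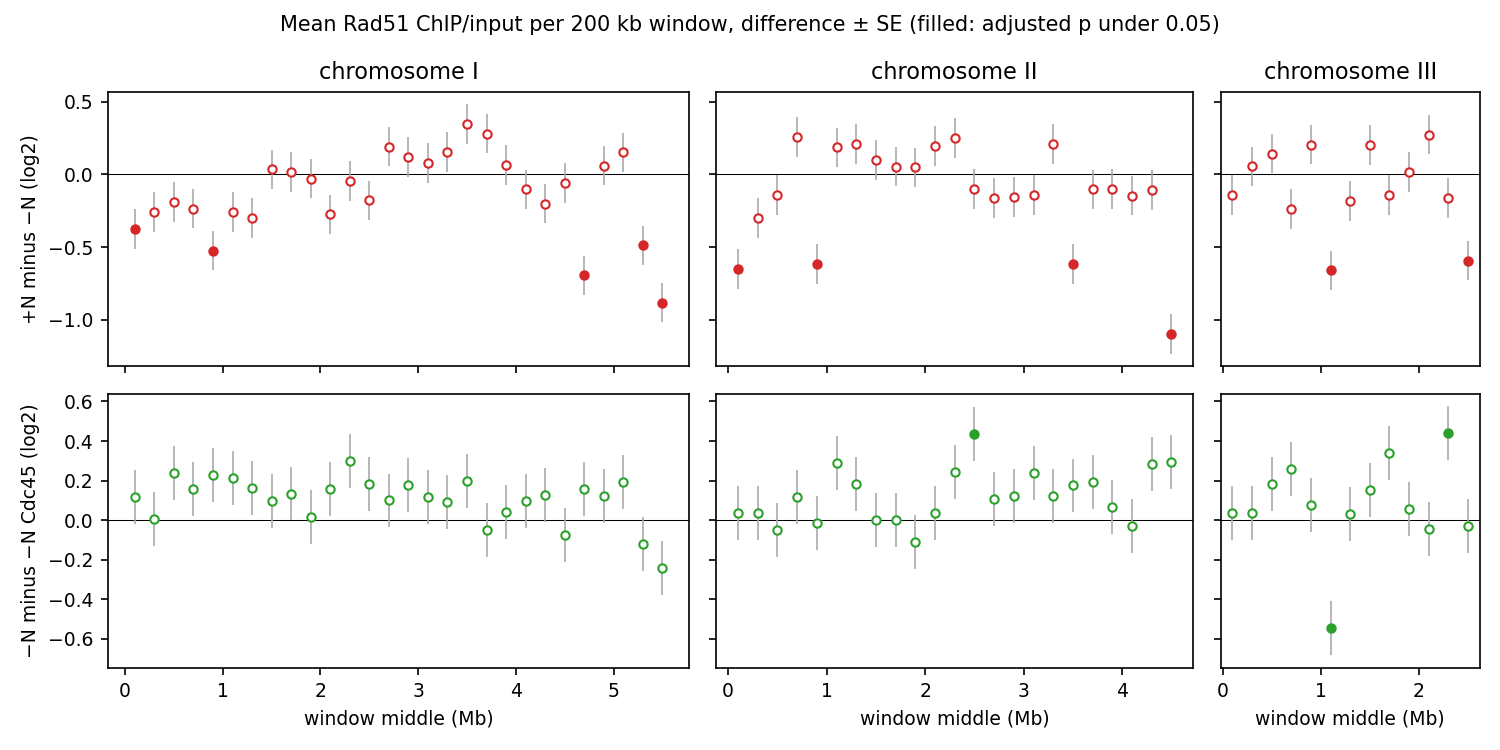
Difference in mean log2 ratio in 200 kb windows (± standard error), for +N minus −N and for −N minus −N/Cdc45. The largest difference was −1.10 at the right end of chromosome II.

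The seventh question was whether Rad51 differed between +N and −N over the marker intervals that the study chose by origin efficiency. In the 3 intervals with a strong origin difference the mean log2 difference was 0.31 (interval I, chromosome I), 0.21 (interval II, chromosome II) and 0.04 (interval III, chromosome II). In the 2 intervals with a limited difference it was 0.27 (interval V) and −0.61 (interval VI). Interval IV is not analysed here because it lies past the chromosome I limit, where the offset of the array coordinates was not corrected. Strong intervals exceeded limited ones by 0.36, with an exact permutation p of 0.6 where 0.2 is the smallest possible. Summed site heights in +N were 2.15, 2.33 and 1.74 times those in −N in the strong intervals, and 2.10 and 0.746 times in the limited ones (exact p = 0.4). Within intervals, 18 of 33, 8 of 13 and 9 of 18 sites rose in the strong ones, and 5 of 9 and 4 of 19 in the limited ones.

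Input DNA was also checked at the deleted gene. Input signal over rec12 was −1.84 ± 0.28 on the 2 rec12Δ arrays and −0.70 ± 0.27 on the other 6 (SD), a difference of −1.14 (exact p = 0.0714, the smallest this design gives). The lowest window of that difference in the whole genome lay in rec12 itself (−1.25). Upstream of nmt1, whose promoter was placed before cdc45 in the altered strain according to the methods of the study, input was 0.22 higher on the −N/Cdc45 arrays (exact p = 0.5).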

Values the study reported

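The study reports that premeiotic S phase lasted around 25 min in nitrogen-rich cells and 50 min in nitrogen-depleted cells, that Rad51 samples were taken 1 hr after S phase (4, 2 and 5 hr after pat1 inactivation), and that a peak counted as changed at 2-fold or more.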

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

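The tests below on the spread of the arrays, the centre, the shared slide and a swap of labels were chosen after the results were seen, and the other 4 were set before. The one result that needs a second look by rule is the interaction of nitrogen and rec12, which passed at 8 sites with 1 rec12Δ array per condition, so its spread is borrowed from the replicated groups and the effect of a single rec12Δ array cannot be told apart from that of the genotype.

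More sites were higher than lower in +N. If +N replicate 1 alone produced this, sites at least 2-fold higher on the first slide would stand near 0 on the second. Their median there was 1.29, against 0.35 at the other 764 sites. The sites were peaks of means that include +N replicate 2, which favours values above 0 on the second slide at all of them. The gap between the 2 sets argues against +N replicate 1 as the sole source, but the test cannot exclude it. The +N arrays also had a wider spread (SD 1.82 and 1.34), and with every array scaled to one SD and sites called anew, 58.0% of changed sites were higher (94 against 68), but with one 99th percentile, set before, 87.0% were (415 against 62). Stronger Rad51 binding in +N would also widen the spread, so its part cannot be told apart from that of binding. With the mode as centre 94.9% of changed sites were higher, but it moved +N against −N by less than the median difference at the sites, so the part of the centre is undecided. The sites were merged peaks, more of them from +N, and in bins chosen without regard to signal 718 were higher and 708 lower. The part of the choice of sites was not tested.

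There were 543 peaks on the −N rec12Δ array and 312 on the +N rec12Δ array at a ratio of 1.5. Were they hybridisation of single probes, the correlation with the wild-type mean would be gone 6 probes away, but the lower of the 2 values there was 0.108 (0.136 on the other array), so this does not account for all of them. Rad51 signal left at wild-type sites would put rec12Δ peaks near those sites more often than shifted peaks, and the excess was 19.7 percentage points (61.7% against 42.0%) and 20.5 on the other array, which fits. Which process leaves that signal was not tested.

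Over windows, −N replicate 1 had a higher rank correlation with both +N arrays (0.795 and 0.802) than with −N replicate 2 (0.65), although by Pearson r it was closest to −N replicate 2 (0.851 against 0.789 and 0.833). Noise between probes on −N replicate 2 fits, since over 40-probe means the 2 −N arrays had a correlation of 0.945, above that of −N replicate 1 with the +N arrays (0.763 and 0.819). For a shared slide, the value with +N replicate 1 on the same slide (0.795) was no higher than with +N replicate 2 (0.802). That cannot exclude it, since +N replicate 1, the dimmest array, also had the lower value with −N replicate 2 (0.621 against 0.655). The −N and +N arrays of the same number, which shared slides, also deviated together (0.39). For a swap of labels, the +N arrays had 0.936 with each other and 0.621 and 0.655 with −N replicate 2. That comparison cannot exclude a swap, since −N replicate 2 reached only 0.65 with −N replicate 1 as well. The +N arrays were closer to each other than −N replicate 1 was to either (0.795 and 0.802), which argues against a swap.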

How the results depend on the processing

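The 10th-percentile centre, the scaling to one SD and the crossed pairing were chosen after the results were seen, the first because centring moved the counts, the second because the +N arrays had the wider spread and the third because −N and −N/Cdc45 arrays of the same number deviated in opposite directions (−0.33), and all other alternatives were set before. The limits are few arrays (2 or 1 per group), sampling times that differ between conditions, 1 dim array (+N replicate 1) whose removal ends most nitrogen calls, −N/Cdc45 replicate 1 with 43.6% of ChIP probes well above background, a right arm of chromosome I without gene names, and ratios relative to the middle of each array. The way cells were synchronized also differed between −N and +N. Why a value moved was in most cases not tested. Values below are those that moved more than 1.5-fold, lost a call or turned, and the range over left-out arrays is given from lowest to highest.

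Sites changed between +N and −N (426) were 117 with mode centring, 806 with the 10th percentile, 162 with one SD and 265 with normexp, and 8 to 534 with an array left out. Sites changed between −N and −N/Cdc45 (121) were 0 with the mode, 6 with the 10th percentile, 187 scaled to one 99th percentile (scaled, below), 275 with normexp, 68 with loess, 58 with 3-probe windows, 27 with a variance trend and 280 with crossed pairing, and 1 to 346 with an array left out. Sites changed by rec12 in +N (798) were 497 to 886 with an array left out, and those in −N (393) did not move by that much. Interaction sites (8) were 0 with the mode, 196 scaled, 4 with one SD, 0 with normexp, 3 with loess, 3 with 3-probe windows, 22 with the highest window within 7 probes, 13 with a variance trend and 27 with slide as a block, and 0 to 1.2e+02 with an array left out.

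Bins changed between +N and −N (1426) were 325 with the mode, 2217 with the 10th percentile, 407 with one SD, 695 with normexp, 841 with loess, 923 with 3-probe windows and 2396 with slide as a block, and 17 to 2568 with an array left out. Bins changed between −N and −N/Cdc45 (20) were 2 with the mode, 92 scaled, 204 with one SD, 470 with normexp, 0 with 3-probe and 6 with 9-probe windows, 13 with a variance trend, 51 with slide and 83 with replicate number as a block and 535 with crossed pairing, and 0 to 310 with an array left out. Genes changed between +N and −N (2177) were 722 with the mode, 3451 with the 10th percentile, 1380 with one SD, 3918 with slide as a block and 781 without flanks, and 0 to 3529 with an array left out. Genes changed between −N and −N/Cdc45 (0) were 40 with the mode, 17 with the 10th percentile, 261 scaled, 354 with one SD, 781 with normexp, 33 with a variance trend, 249 with replicate number as a block and 852 with crossed pairing, and 0 to 719 with an array left out.

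Windows of 200 kb changed between +N and −N (11) were 0 with the mode, 39 with the 10th percentile, 18 with one SD, 3 with loess and 37 at 100 kb, and 0 to 13 with an array left out. The 11 were all lower in +N, while the 10th percentile moved the median difference of all bins from −0.18 to 0.68, towards higher in +N. Those between −N and −N/Cdc45 (3) were 0 with the mode, the 10th percentile, normexp, loess or 100 kb windows and 1 with replicate number as a block or crossed pairing, and 0 to 9 with an array left out. The correlation of the 2 differences across windows (0.17) was 0.0318 with normexp and −0.0177 to 0.26 with an array left out. The strong minus limited interval difference (0.36) was 0.27 to 0.45 with an array left out, and the input difference at rec12 (−1.14) was −0.637 with normexp.

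Peaks in −N (692) were 1617 with the 10th percentile and 358 at a ratio of 3, those in +N (981) 1499 and 623, and those in −N/Cdc45 (707) 1880 and 218, or 378 at a ratio of 2. Peaks of +N over −N (567) were 1065 with the 10th percentile, 329 with one SD and 374 at a ratio of 3. Peaks of −N over +N (93) were 162 with the mode, 389 with the 10th percentile, 169 with one SD, 153 with normexp and 49 at a ratio of 3, and 78 to 203 with an array left out. Peaks of −N over −N/Cdc45 (357) were 173 scaled and 200 with one SD, and 335 to 566 with an array left out. Peaks of −N/Cdc45 over −N (221) were 605 with the 10th percentile, 147 with loess, 425 with 3-probe and 104 with 9-probe windows, 58 at a ratio of 2 and 19 at a ratio of 3, and 197 to 427 with an array left out.

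Signs turned for isp3 (−1.88), chromosome I 4002499 (−1.80) and ymc1 (−0.0316) in −N minus −N rec12Δ when scaled, for the window chromosome I 4600001 to 4800000 in +N minus −N with the 10th percentile (0.16), for met26 in +N minus −N with one SD (−0.228), and for long intergenic regions relative to all bins (0.03 as reported) with one SD (−0.284), normexp (−0.22), loess (−0.27) and without −N replicate 2 (−0.20). Of the results at named sites 1271 stayed the same, 301 weakened, 32 strengthened and 4 reversed. For lists 537 stayed the same, 46 weakened, 9 strengthened and 4 reversed. A result that passed in neither setting counts as the same even if its sign differed (68 of 3985).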

Other observations

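The tests in this part on chromosomes and on the kind of site were chosen after the results were seen. Rad51 rose in +N less often on chromosome III than on the other chromosomes. On chromosome III 56 of 303 sites were higher in +N (18.5%), against 178 of 504 on chromosome I (35.3%) and 150 of 411 on chromosome II (36.5%), with an odds ratio of 0.406 (Fisher's exact p = 6.44e-09, with neighbouring sites not independent). The median log2 difference on chromosome III was 0.42 against 0.80 on the other 2, and within slides it was 0.25 against 0.76 on the first and 0.53 against 0.81 on the second. The sites were merged from 214 peaks of +N and 210 of −N/Cdc45 on chromosome III. On chromosome I these were 419 and 274, and on chromosome II 348 and 223. The choice of sites thus favours calls higher in +N less on chromosome III, and its part was not tested. Chromosome III already had the densest Rad51 peaks in −N (71.4 per Mb). Sites lower with altered Cdc45 were more frequent there, 36 of 303 (11.9%) against 64 of 915 (odds ratio 1.79, Fisher's exact p = 0.0108), including vma8, hmt1, gst2, put1 and nnk1. The median difference was no larger there (0.40 against 0.42), and sites higher with altered Cdc45 were also more frequent (9 of 303 against 12 of 915, not tested).

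Rad51 sites lay in intergenic DNA more often than windows at large, 27.7% of 1060 annotated sites against 21.7% of 7285 windows (Fisher's exact p = 1.7e-05). Peaks of the rec12Δ arrays had shares of 24.0% (−N) and 27.4% (+N), and peaks of −N and +N had 30.5% and 31.7%. Whether these shares differ was not tested, so the excess cannot be assigned to binding that needs rec12. Among sites higher in +N the share was 31.3% against 25.6% at sites that did not pass (Fisher's exact p = 0.063), and among sites higher in −N than in −N/Cdc45 it was 35.2% against 27.2% at the rest (exact p = 0.11), so neither share differed by this test.

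Chromosome I 4002499, without gene names, had the next highest ratio after isp3 on both rec12Δ arrays (4.29 in −N and 7.21 in +N), with log2 differences to cells with rec12 of 0.98 and −0.08. Mitochondrial probes, left out of all tests, had mean log2 ratios of 1.52 and 0.18 in −N, −0.06 and −0.38 in +N, 1.71 and 2.84 in −N/Cdc45 and 3.05 (−N) and 2.04 (+N) in rec12Δ. The largest changes in +N, at chromosome I 3832485 and between any1 and Tf2-9, had ratios from 0.752 to 1.29 in every other group.

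The gain at the any1 to Tf2-9 site could come from breaks made there in +N alone, and it passed with every array scaled to one SD (2.41), although under that scaling only 58.0% of changed sites were higher in +N. Direct mapping of breaks at any1, spt3 and rad9 in both conditions, with rec12Δ in at least 3 repeats, would test this. Relative to all bins the median difference of +N from −N was below 0 in every processing alternative at centromeres (−1.85 to −0.44) and subtelomeres (−0.90 to −0.42), but neither list passed with an estimated correlation (0.47) or fry (0.27 to 0.28), and whether it reflects fewer breaks or a lower background was not tested. Without rec12, centromere bins stood at 0.38 (−N) and 0.44 (+N) and subtelomeric bins at 0.05 and −0.01. With 1 rec12Δ array per condition, and ratios relative to the middle of each array, these levels cannot decide it. A ChIP without antibody in both conditions would help to separate fewer breaks from a lower background. More arrays would help with the Cdc45 result, since the 121 sites ran from 1 to 346 as single arrays were left out. They would not settle its dependence on the centre and scale of each array, or the later sampling time of −N/Cdc45.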
